# Divergent regeneration‐competent cells adopt a common mechanism for callus initiation in angiosperms

**DOI:** 10.1002/reg2.82

**Published:** 2017-08-27

**Authors:** Bo Hu, Guifang Zhang, Wu Liu, Jianmin Shi, Hua Wang, Meifang Qi, Jiqin Li, Peng Qin, Ying Ruan, Hai Huang, Yijing Zhang, Lin Xu

**Keywords:** angiosperm, callus, plant regeneration, rice, WOX11, WOX5

## Abstract

In tissue culture, the formation of callus from detached explants is a key step in plant regeneration; however, the regenerative abilities in different species are variable. While nearly all parts of organs of the dicot *Arabidopsis thaliana* are ready for callus formation, mature regions of organs in monocot rice (*Oryza sativa*) and other cereals are extremely unresponsive to tissue culture. Whether there is a common molecular mechanism beyond these different regenerative phenomena is unclear. Here we show that the *Arabidopsis* and rice use different regeneration‐competent cells to initiate callus, whereas the cells all adopt *WUSCHEL‐RELATED HOMEOBOX 11* (*WOX11*) and *WOX5* during cell fate transition. Different from *Arabidopsis* which maintains regeneration‐competent cells in mature organs, rice exhausts those cells during organ maturation, resulting in regenerative inability in mature organs. Our study not only explains this old perplexity in agricultural biotechnology, but also provides common molecular markers for tissue culture of different angiosperm species.

## 1 SUMMARY STATEMENT

*WOX11*−*WOX5* is a conserved molecular pathway adopted by different types of regeneration‐competent cells for callus initiation in angiosperms, and depletion of these cells results in regenerative inability in cereals.

### 1.1 Significance

An amazing feature of plant cells is their plasticity, which endows plants with remarkable regeneration abilities (Ikeuchi, Ogawa, Iwase, & Sugimoto, 2016; Sugimoto, Gordon, & Meyerowitz, 2011; Vogel, 2005; Xu & Huang, 2014) and has been widely exploited in agricultural technologies (Sussex, 2008). Detached or wounded plant organs usually form a group of fast dividing cell mass, termed callus, in different regenerative systems (Ikeuchi, Sugimoto, & Iwase, 2013). In tissue culture, de novo organogenesis could occur on a type of callus which has a high pluripotency for adventitious root and shoot regeneration (Ikeuchi et al., 2013; Kareem et al., 2016; Sugimoto et al., 2011; Xu & Huang, 2014).

Studies of *Arabidopsis thaliana* suggested that the callus formation on callus‐inducing medium (CIM) in tissue culture follows the rooting developmental pathway (Atta et al., 2009; Che, Lall, & Howell, 2007; He, Chen, Huang, & Xu, 2012; Liu et al., 2014; Sugimoto, Jiao, & Meyerowitz, 2010). Two steps of cell fate transition occurred in callus formation. *Arabidopsis thaliana WUSCHEL‐RELATED HOMEOBOX 11* (*AtWOX11*) is activated in the first step of cell fate transition from regeneration‐competent cells to founder cells; and cell division occurs in the second step of cell fate transition from founder cells to callus cells which are marked by *AtWOX5* (Liu et al., 2014).

The application of plant regeneration in tissue culture has occurred for more than half a century; however, a key obstacle in this biotechnology is that the ability for callus initiation upon hormone induction is highly diverse in different species. For example, while almost all organs of *Arabidopsis*, the typical dicot plant, have the ability to produce callus during their whole life (He et al., 2012; Sugimoto et al., 2010), mature regions of organs in many monocot cereal species are extremely unresponsive to in vitro culture techniques (Bhojwani, Evans, & Cocking, 1977; Cutler, Saleem, & Wang, 1991), perplexing the agricultural applications of tissue culture in cereal species for a long time. Whether there is a common molecular discipline for callus formation of different species is unclear, and thus how to explain the cereal problem in tissue culture is so far unanswered. In this study, we revealed this common discipline at the molecular level in angiosperms and this might be a marker to monitor tissue culture in future agricultural technologies. In addition, we discuss the regenerative inability in mature organs of cereals.

## 2 RESULTS

### 2.1 Identification of regeneration‐competent cells for callus initiation in rice

Dicots and monocots are two major branches of angiosperms, but the cellular and molecular mechanisms of regeneration in monocots are largely unclear. To analyze the cell lineage of callus formation in the monocot model plant rice (*Oryza sativa*), we cultured leaf and root explants on CIM. The mature rice leaf is unable to form callus in tissue culture (Bhojwani et al., 1977; Cutler et al., 1991). However, the base region of young leaves formed callus in our culture conditions (Fig. 1A) (Cutler et al., 1991), and this region is at the immature stage (Zeng et al., 2016). At the basal part of a young leaf explant about 7 mm in length, the vascular bundle was surrounded by two bundle sheath layers, i.e., the outer sheath and the inner sheath (Zeng et al., 2016) (Fig. 1B). Callus initiated primarily from the outer sheath at 5 days after culture (DAC) (Fig. 1C). Cell division could also be occasionally observed from the inner sheath (Fig. 1C). In the root, callus can be formed at the root tip region and the lateral root formation region (Fig. 1D). Callus initiated from the phloem‐pole pericycle (Fig. 1E, F), where lateral roots usually initiate during root development (Zeng et al., 2016). Therefore, bundle sheath cells in leaves and phloem‐pole pericycle cells in roots serve as regeneration‐competent cells for callus initiation in rice. It is possible that other immature cells in the vasculature may also be competent for callus initiation (see the analysis for maize, below).

**Figure 1:**
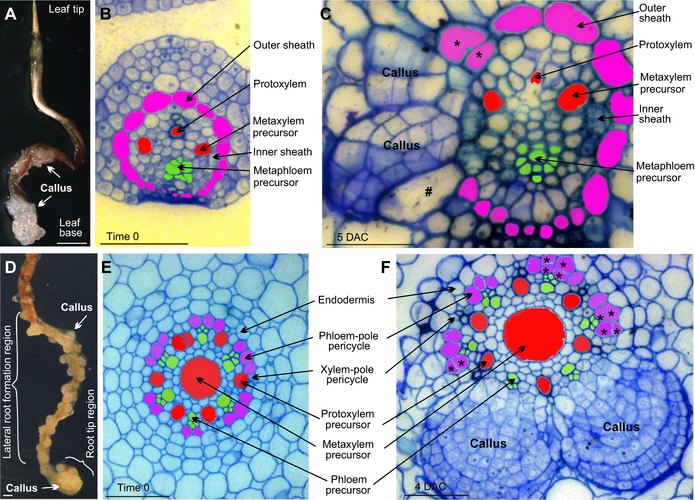
Cellular analysis of callus formation in rice. (A) Wild‐type rice leaf (7‐mm long) used as a source of explants for tissue culture on CIM for 2 weeks. (B), (C) Thin sections from time‐0 (B) and 5‐DAC (C) rice leaf explants cultured on CIM at leaf base. (C) Callus formed primarily from the outer sheath: *, the outer sheath cell that underwent division to form two callus cells; #, elongated outer sheath cell before cell division to form callus cells. Note that some inner sheath cells also underwent division. (D) Wild‐type rice root explants from 5‐day‐old seedling cultured on CIM for 2 weeks. Callus formed from the root tip region and the lateral root formation region. (E), (F) Thin sectioning of rice root explants cultured on CIM at time 0 (E) and 4 DAC (F). Note that callus formed from the phloem‐pole pericycle in (F); asterisks indicate phloem‐pole pericycle cells that underwent cell division to form two callus cells. Cell lineage in rice leaf and root tissue formation was described previously (Zeng et al., 2016). Scale bars: (A), (D) 1 mm; (B), (C), (E), (F) 50 μm

### 2.2 *OsWOX11*/*12B* and *OsWOX5* are involved in callus formation in rice

To explore the molecular mechanism that confers the ability to regenerate on certain tissues in rice, we performed an RNA sequence experiment. 

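RNA from the base region of rice leaf explants was sequenced at time 0 and after 2 and 5 days of culture on CIM, the callus-inducing medium, which held the synthetic auxin 2,4-dichlorophenoxyacetic acid at 2 mg/L. The explants were young leaves about 7 mm in length, and the labels of the samples give the length of the base region as 2 mm. Each time point had 1 library, so no difference between time points has a replicate check. The authors aligned the 100-bp paired-end reads to the rice genome with TopHat and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the counting mode, so how reads shared between similar genes were counted is not known here. Each library lists the same 56527 entries, taken here as genes, most of them by the locus identifiers of the Rice Genome Annotation Project. The counts summed to 48270059 at time 0, 49144397 at 2 DAC and 47966366 at 5 DAC. At least 1 count was present for 28115 genes at time 0, 32172 genes at 2 DAC and 32055 genes at 5 DAC. A gene with 3 counts, the smallest number taken as detectable, corresponds to 0.0622 CPM at time 0, where CPM are the counts of a gene scaled to the total of its library, 0.0610 at 2 DAC and 0.0625 at 5 DAC. The 10 genes with the most counts took 1.75% of the counts at time 0, 2.24% at 2 DAC and 1.73% at 5 DAC. The counts were normalized with DESeq's median-of-ratios size factors, which were 0.923 at time 0, 1.03 at 2 DAC and 1.11 at 5 DAC. Scaling by the total counts alone would give factors of 0.996, 1.01 and 0.990, so the choice of scaling raises or lowers all fold changes together. The 95% intervals given for counts and fold changes are exact Clopper-Pearson intervals. They cover counting error only, not the variation between explants, and reads copied in PCR are not independent molecules. Fisher's exact test on the reads, where it is given, is two-sided and compares the libraries, not the conditions.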

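Highly upregulated genes were called with the paper's criteria, a fold change over 10 and a p-value under 0.05. The paper does not say whether its p-value was adjusted. It was taken here as the unadjusted p-value of DESeq's negative binomial test. Of the 33522 genes with at least 1 count at time 0 or 2 DAC, 3932 met these criteria at 2 DAC. Of the 33374 genes with at least 1 count at time 0 or 5 DAC, 3327 met them at 5 DAC. The criteria were met at both time points by 2714 genes, at 2 DAC only by 1218 genes and at 5 DAC only by 613 genes. Of the 1218 genes, 409 had a fold change under 10 at 5 DAC. Most of the 1218 thus missed only the p-value at 5 DAC and are not shown to be specific to 2 DAC. Among the upregulated genes, 1279 at 2 DAC and 1180 at 5 DAC had 0 counts at time 0, so only a lower limit of their fold change can be given. The other upregulated genes had a median fold change of 69.3 at 2 DAC and 77.8 at 5 DAC. The numbers of genes depended on the test. The fold change alone gave 8870 genes at 2 DAC and 8358 at 5 DAC, of which 5407 and 5259 had 0 counts at time 0 and so no finite fold change, and Benjamini-Hochberg adjustment of the DESeq p-values left 1529 and 1154. All 1727 genes that Table S1 lists at 2 DAC met the criteria, and their smallest fold change was 18.2. Of the 206 genes from the start of the 5-DAC list that could be compared, 192 met the criteria, and all 206 had a fold change over 10.
The largest rise at 2 DAC, ranked by the lower 95% limit of the fold change, was that of LOC_Os09g25850, a putative WAX2 gene in Table S1, with 0 counts at time 0, 10400 at 2 DAC and 391 at 5 DAC. The lower limit of its fold change at 2 DAC was 2538. It was followed by LOC_Os03g40194, a putative RPP13-like disease resistance gene, with a lower limit of 1766, and LOC_Os01g73200, a putative peroxidase precursor gene, with a lower limit of 1670. Both had 0 counts at time 0, and they had 7236 and 6846 counts at 2 DAC. At 5 DAC the largest rise was that of LOC_Os09g34250, a putative UDP-glucosyl transferase gene, with 0 counts at time 0 and 7827 at 5 DAC and a lower limit of 1769. LOC_Os04g56430, a putative cysteine-rich receptor-like protein kinase gene, rose from 1 to 9702 counts at 5 DAC with a lower limit of 1452. LOC_Os01g12070, a putative endoglucanase precursor gene, rose from 7 to 23920 counts with a lower limit of 1383.

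**Figure D1:**
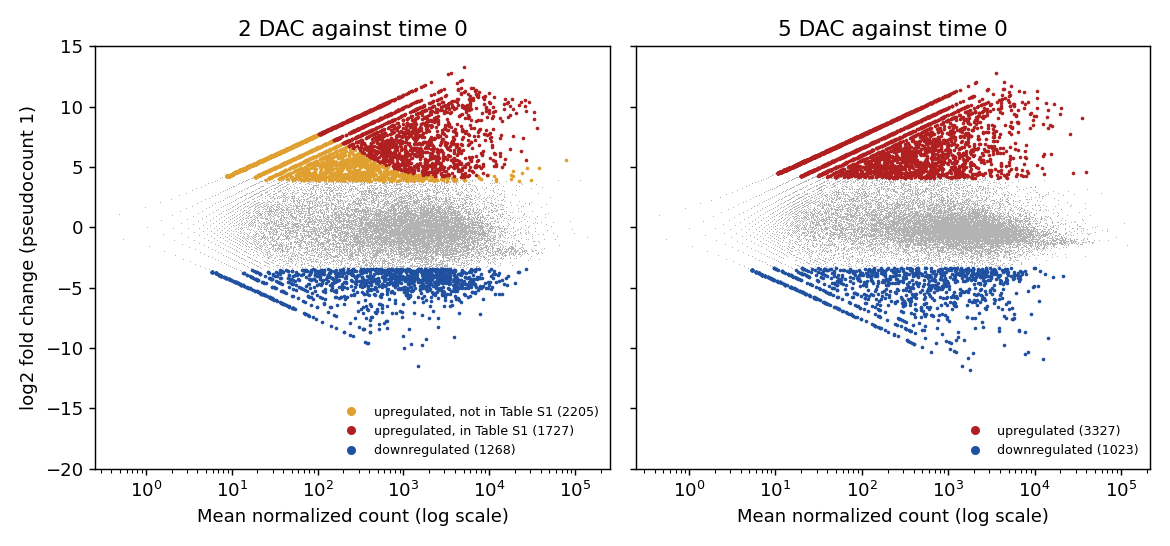
Log2 fold change of each gene (pseudocount 1, vertical axis) against the mean normalized count of the compared libraries (horizontal axis, log scale), at 2 DAC (left) and 5 DAC (right), each against time 0 and each with 1 library per time point. Coloured points are the genes that met the criteria; at 2 DAC the 1727 upregulated genes in Table S1 have a median of 1771 counts at 2 DAC against 134 for the 2205 upregulated genes outside it, and grey points are all other genes.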

We identified candidate genes that were highly upregulated during callus formation from the basal part of young leaf explants about 7 mm in length (Fig. S1; Table S1). *Oryza sativa WOX11* (*OsWOX11*) and *OsWOX12B*, which are intermediate‐clade *WOX* genes, and *OsWOX5* belonging to the WUS clade were among the highly upregulated genes (Fig. S1; Table S1) (van der Graaff, Laux, & Rensing, 2009; Haecker et al., 2004; Lian, Ding, Wang, Zhang, & Xu, 2014; Zeng et al., 2016).

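OsWOX11, listed as LOC_Os07g48560, had 5 counts at time 0, 4076 at 2 DAC and 1676 at 5 DAC. These correspond to 0.104 CPM at time 0 (95% interval 0.0336 to 0.242), 82.9 at 2 DAC (80.4 to 85.5) and 34.9 at 5 DAC (33.3 to 36.7). The fold change of the normalized counts was 734 at 2 DAC (95% interval 314 to 2261) and 280 at 5 DAC (120 to 862). On the log2 scale with a pseudocount of 1, it was 9.28 at 2 DAC and 7.88 at 5 DAC. OsWOX12B, listed as LOC_Os03g20910, had 1 count at time 0, which is below the 3 counts taken as detectable, 1117 at 2 DAC and 946 at 5 DAC. Its fold change was 1006 at 2 DAC (180 to 39755) and 789 at 5 DAC (141 to 31197), and the width of these intervals comes from the single count at time 0. The log2 values were 9.03 and 8.68. OsWOX5, listed as LOC_Os01g63510, had 11 counts at time 0, 498 at 2 DAC and 1450 at 5 DAC. Its fold change was 40.8 at 2 DAC (22.6 to 82.2) and 110 at 5 DAC (61.3 to 221), and the log2 values were 5.24 and 6.67. At 2 DAC its interval lay below those of OsWOX11 and OsWOX12B, and at 5 DAC it overlapped both. Fisher's exact test on the reads gave a log10 p between -1197 and -129 for the differences of the 3 genes between 2 DAC and time 0, which compares the libraries and not the conditions.
From 2 DAC to 5 DAC, OsWOX11 changed by a ratio of 0.381 (0.360 to 0.403), OsWOX12B by 0.785 (0.719 to 0.856) and OsWOX5 by 2.70 (2.43 to 2.99). None of these intervals holds 1, but they cover counting error only. All 3 genes met the criteria for highly upregulated genes at 2 DAC and 5 DAC. Among the 3932 genes upregulated at 2 DAC, ranked by the lower limit of the fold change, OsWOX11 was at rank 254, OsWOX12B at rank 474 and OsWOX5 at rank 2226. At 5 DAC the ranks among 3327 genes were 572, 482 and 1000. With Benjamini-Hochberg adjustment, OsWOX11 and OsWOX12B still met the criteria at both time points and OsWOX5 did not at either. The largest effect on the log2 fold changes came from the pseudocount, and a pseudocount of 10 gave 8.01 for OsWOX11, 6.63 for OsWOX12B and 4.50 for OsWOX5 at 2 DAC. Table S1 lists OsWOX11 and OsWOX12B at 2 DAC, with the putative function of homeobox domain proteins. OsWOX5 is not in the 2-DAC list, and the part of the 5-DAC list that would hold the 3 genes was not used here. From the RNA sequence experiment, the paper states that OsWOX11, OsWOX12B and OsWOX5 were among the highly upregulated genes, and it goes on to test OsWOX11 in the Oswox11-1 mutant.

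**Figure D2:**
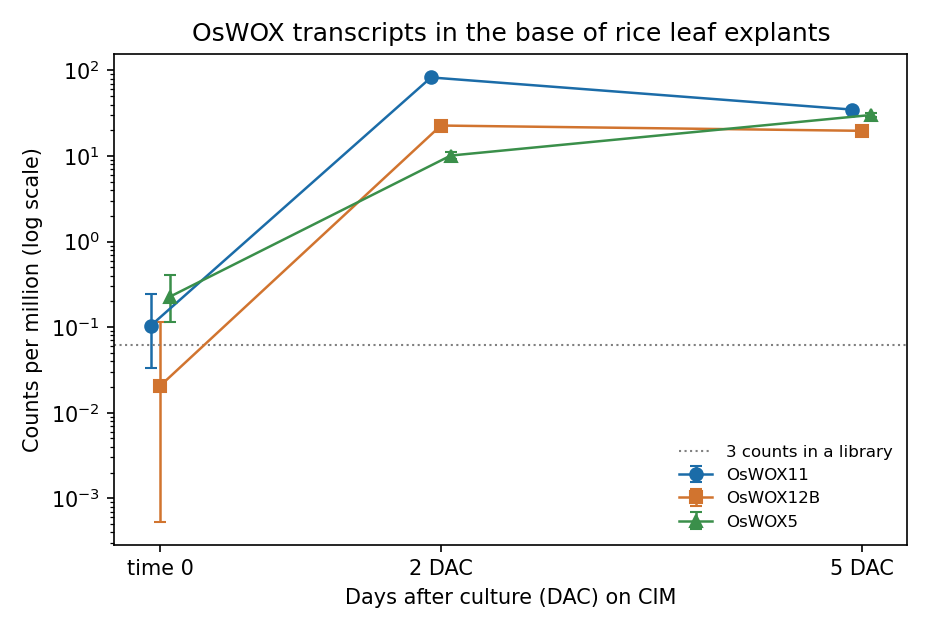
CPM (counts scaled to the library total, log scale) of OsWOX11, OsWOX12B and OsWOX5 against the days after culture on CIM, with 1 library per time point and error bars for the exact 95% interval of the counting error. All 3 genes are at or below 0.228 CPM at time 0 and at or above 10.1 at 2 DAC and 5 DAC; OsWOX11 has its own highest value at 2 DAC and OsWOX5 its own highest value at 5 DAC, and the dotted line marks 3 counts in a library.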

To test whether *OsWOX11* is involved in rice regeneration, we analyzed the callus formation ability of the rice *Oswox11‐1* mutant (Zhao, Hu, Dai, Huang, & Zhou, 2009). We dissected the 7‐mm young leaf explant into three segments: two 1‐mm segments (segments 1 and 2) at the leaf base and the remaining 5 mm as the third segment (segment 3) (Fig. 2A). In the wild type, callus formed in segments 1 and 2 but not in segment 3 (Fig. 2B). In the *Oswox11‐1* mutant, both segments 1 and 2 showed decreased callus formation rates compared with those of wild type (Fig. 2C, D). These data suggested that *OsWOX11* could be involved in callus formation in rice, and the partially reduced regenerative ability of the *Oswox11‐1* mutant may be due to the redundant function of *OsWOX12B*.

**Figure 2:**
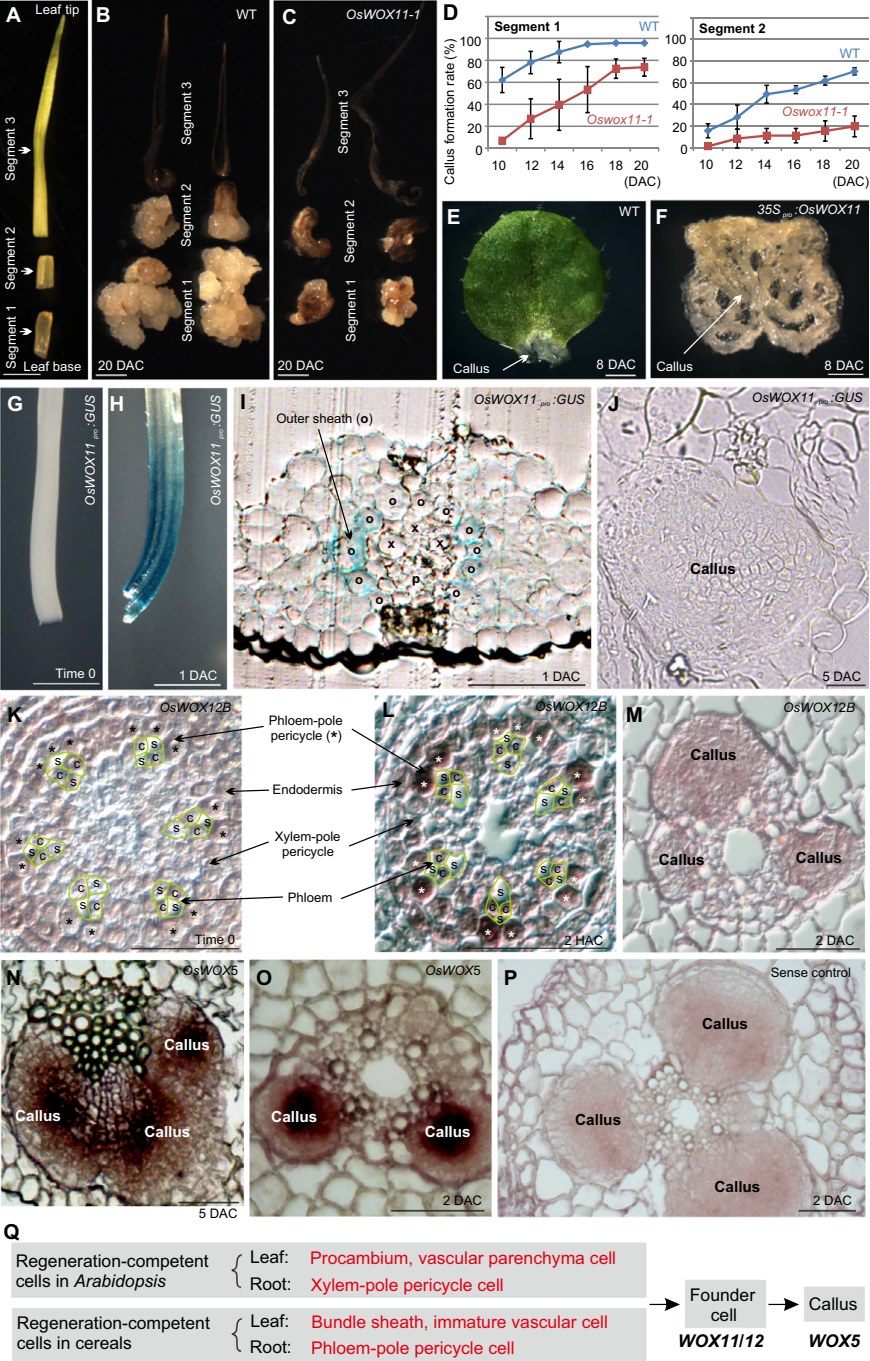
*OsWOX11*/*12B* and *OsWOX5* are involved in callus formation in rice. (A) Rice leaf (7 mm) as dissected at time 0 into three segments (1, 2, and 3). (B), (C) Dissected rice leaf explants (segments 1, 2, and 3) from wild type (Hwayoung) (B) and *Oswox11‐1* (C) cultured on CIM at 20 DAC. Note that the regenerative ability was weaker in *Oswox11‐1* than in wild type. (D) Callus formation rate analyses of cultured rice leaf segment explants. The rate was evaluated by counting the ratio of explants that formed callus. Bars show the SD of three biological repeats (*n* = 30 for each repeat). (E), (F) Callus formation in wild‐type *Arabidopsis* leaf explants (E) and *35S_pro_:OsWOX11 Arabidopsis* leaf explants (F) at 8 DAC. (G), (H) GUS staining at time 0 (G) and 1 DAC (H) in 7‐mm leaf explants from *OsWOX11_pro_:GUS* rice on CIM. (I), (J) Transverse section of leaf explants from *OsWOX11_pro_:GUS* rice on CIM at 1 DAC (I) and 5 DAC (J). Note that the GUS signal was present primarily in the outer sheath at 1 DAC (c), and occasionally could also be observed in some parenchyma cells and vascular cells: o, outer sheath; x, xylem; p, phloem. (K)–(M) Transverse sections at the tip region of the rice root explant at time 0 (K), 2 HAC (L), and 2 DAC (M), showing in situ hybridization of *OsWOX12B*. Note that *OsWOX12B* was not detected at time 0 (K), was located primarily in the phloem‐pole pericycle and occasionally in the endodermis at 2 HAC (L), and was absent from the callus at 2 DAC (M). The green lines indicate the four‐cell structure of phloem (Zeng et al., 2016); c, companion cell in phloem; s, sieve‐tube element in phloem; asterisks indicate the phloem‐pole pericycle. (N), (O) Transverse sections of rice leaf explants at 5 DAC (N) and rice root explants at 2 DAC (O) showing in situ hybridization of *OsWOX5* in callus. (P) Sense control. (Q) Model of cell fate transition during callus formation in *Arabidopsis* and cereals. Scale bars: (A)–(C), (E)**–**(H) 1 mm; (I)**–**(P) 50 μm

In addition, overexpression of *OsWOX11* in *Arabidopsis* resulted in dramatically rapid callus formation. In the *Arabidopsis* wild‐type Columbia‐0 (Col‐0) leaf explant, a small piece of callus was produced at the wounded region at 8 DAC (Fig. 2E), whereas callus formed everywhere on the *Arabidopsis* leaf explant from the *35S_pro_:OsWOX11* line (Fig. 2F).

Next, we analyzed the spatial expression pattern of *OsWOX* genes during rice callus formation. We constructed the transgenic rice line carrying *OsWOX11_pro_:GUS*. The GUS signal was not observed in time‐0 leaf explants (Fig. 2G), but was clearly present in the vasculature of leaf explants at 1 DAC (Figs. 2H and S2). A sectioning experiment showed that the GUS signal was primarily localized in the outer sheath at 1 DAC (Fig. 2I). The GUS signal disappeared when callus was undergoing rapid cell division at 5 DAC (Fig. 2J). The results of in situ hybridization analyses showed that, in the root tip region, the expression of *OsWOX12B* and *OsWOX11* was induced primarily in the phloem‐pole pericycle cells at 2 h after culture (HAC) and disappeared from the dividing callus at 2 DAC (Figs. 2K–M and S3). *OsWOX5* was detected in callus cells in both leaf and root explants (Fig. 2N–P). These spatial expression patterns indicated that the expression of *OsWOX11*/*12B* marks the appearance of founder cells for callus initiation while *OsWOX5* marks callus undergoing rapid cell division in rice. Therefore, *OsWOX11*/*12B* and *OsWOX5* may serve as molecular markers in cell fate transition during callus formation.

### 2.3 Angiosperms may have a common mechanism for callus initiation

The diversification of monocots and dicots was estimated to occur in the Jurassic (Zeng et al., 2014). In the dicot *Arabidopsis*, procambium and vascular parenchyma cells in leaves and xylem‐pole pericycle cells in roots serve as regeneration‐competent cells for callus initiation (Atta et al., 2009; Che et al., 2007; Liu et al., 2014; Yu et al., 2010). This suggests that regeneration‐competent cells differ between the dicot *Arabidopsis* and the monocot rice (see the model in Fig. 2Q). Whether the diverse regeneration‐competent cells in angiosperms share the same evolutionary lineage is not yet clear. However, the divergent regeneration‐competent cells act similarly at the molecular level during regeneration. *OsWOX11*/*12B* and their *Arabidopsis* homologs *AtWOX11*/*12* mark fate transition from regeneration‐competent cells to founder cells, and *OsWOX5* and its *Arabidopsis* homolog *AtWOX5* mark fate transition from founder cells to callus cells (Liu et al., 2014) (see the analysis of *Arabidopsis* callus formation in Fig. S4). In addition, WOX11 can activate *WOX5* expression in both *Arabidopsis* and rice (Hu & Xu, 2016) (see the activation of *OsWOX5* by OsWOX11 in Fig. S5).

To test whether this molecular pathway is generally involved in regeneration, we carried out quantitative reverse transcription polymerase chain reaction (qRT‐PCR) analyses to quantify the transcript levels of *WOX11* and *WOX5* homologs in the dicot poplar and the monocot maize during callus formation in leaf explants. Our data showed that expression levels of *WOX11* and *WOX5* homologs were dramatically induced on CIM in poplar and maize (Fig. S6). Therefore, it is possible that the molecular mechanism in regeneration could be conserved among angiosperms.

Overall, activation of *WOX5* is the marker of callus cell formation. We do not exclude the possibility that some non‐*WOX11*/*12*‐mediated pathways may also be able to activate *WOX5* for callus formation (Liu et al., 2014; Sheng et al., 2017).

### 2.4 Rice and *Arabidopsis* have different strategies for maintenance of regeneration‐competent cells during organ maturation

It is well known that the dicot *Arabidopsis* and monocot cereals have different regenerative abilities. Almost all organs of *Arabidopsis* are able to produce callus during the entire life of the plant (He et al., 2012; Sugimoto et al., 2010). We dissected mature *Arabidopsis* leaves into four segments (segments 1 to 4, from the base to the tip), and all dissected segments of leaf explants were able to form callus (Fig. 3A). In contrast, mature organs of many monocot cereal species are extremely unresponsive to in vitro culture techniques (Bhojwani et al., 1977; Cutler et al., 1991). We also dissected mature leaves from rice and maize into four segments from the base to the tip, and only the base region in segment 1 (immature region) was able to form callus on CIM (Figs. 3C, D and S7A). This is consistent with the results of previous studies showing that only the very base region of leaves from many monocot cereals, including barley, rice, wheat, oat, and maize, can form callus (Ahmadabadi, Ruf, & Bock, 2007; Becher, Haberland, & Koop, 1992; Chen, Xu, Loschke, Tomaska, & Rolfe, 1995; Chen, Zhuge, & Sundqvist, 1995; Cutler et al., 1991; Wernicke & Milkovits, 1984; Wernicke, Brettell, Wakizuka, & Potrykus, 1981; Zamora & Scott, 1983).

**Figure 3:**
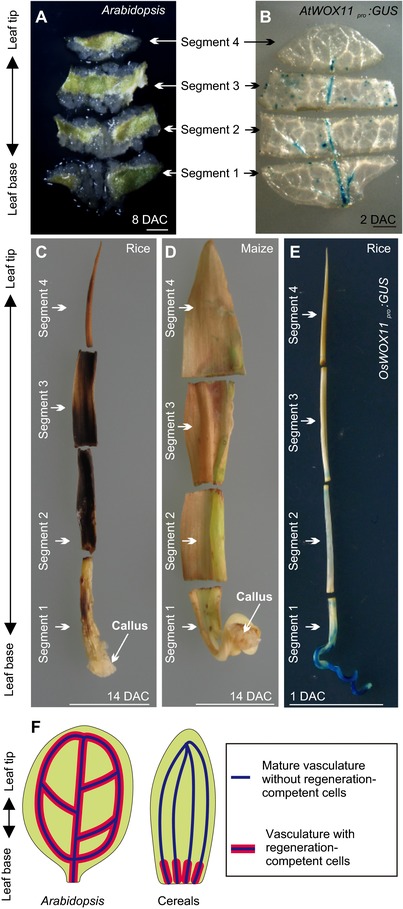
Different regenerative responses between the dicot *Arabidopsis* and monocot cereals. (A) Dissected mature *Arabidopsis* leaf explant cultured on CIM. All four segments were able to form callus. (B) GUS staining of mature leaf explants from *AtWOX11_pro_:GUS Arabidopsis* on CIM at 1 DAC. GUS signal was present in all four segments. (C), (D) Dissected rice leaf explant (5 cm) (C) and maize leaf explant (5 cm) (D) cultured on CIM, showing that only the very base segment (segment 1) was able to form callus. (E) GUS staining of 5‐cm leaf explants from *OsWOX11_pro_:GUS* rice on CIM at 1 DAC. Note that the GUS signal was strongly induced in leaf base segment (segment 1). (F) Model of regenerative abilities in leaves of *Arabidopsis* and cereals. Scale bars: (A), (B) 1 mm; (C)−(E) 1 cm

We hypothesize that the diversification of regenerative abilities in *Arabidopsis* and cereals is due to different strategies of maintenance of regeneration‐competent cells in mature organs. Regeneration‐competent cells, such as procambium cells, were maintained in *Arabidopsis* leaves as they matured. However, regeneration‐competent cells have differentiated into specific cell types (Zeng et al., 2016) and thus have lost their competence upon maturation from the tip region to the base region of the leaf in cereals. For example, the outer sheath in the rice mature leaf differentiated into large parenchyma cells (Zeng et al., 2016) (Fig. S7B). In maize, callus formation could be observed from many cells of the immature vasculature at the base region of the leaf explant when cultured on CIM (Figs. S7C, D and 2Q). During the development of the vasculature, callus formation could be observed primarily from the bundle sheath (Figs. S7C, E and 2Q). In mature maize leaves, the bundle sheath differentiated into Kranz anatomy (Fig. S7F) and therefore lost the ability to form callus.

To test this hypothesis at the molecular level, we analyzed expression patterns of *WOX11* in mature leaves of *Arabidopsis* and rice in tissue culture. We observed that *AtWOX11* was induced in the vasculature of all dissected segments of the mature *Arabidopsis* leaf on CIM (Fig. 3B); this may have rendered the whole *Arabidopsis* leaf competent to form callus at leaf maturity (see the model in Fig. 3F). In contrast, the GUS signal from the *OsWOX11_pro_:GUS* line was present at the base part of segment 1 (immature region), but was barely detected in segments 2−4 (mature region) of the dissected rice leaf explant on CIM (Fig. 3E). Therefore, as the rice leaves matured, the differentiation of regeneration‐competent cells resulted in the loss of their molecular competence for callus initiation (see the model in Fig. 3F).

Next, we tested the callus formation ability in rice leaf explants overexpressing *OsWOX11*. The data showed that overexpression of *OsWOX11* in rice cannot reverse the fate of mature and differentiated vascular cells to be competent for callus formation (Fig. S8). Callus formation requires not only *WOX11* but also many other molecular pathways such as *LATERAL ORGAN BOUNDARIES DOMAIN* genes (Fan, Xu, Xu, & Hu, 2012), *WOUND INDUCED DEDIFFERENTIATION 1* (Iwase et al., 2011; Iwase et al., 2017), and some epigenetic factors (He et al., 2012; Li et al., 2011) in *Arabidopsis*. *PLETHORA*s contribute to the pluripotency of callus (Kareem et al., 2015). It will be interesting to analyze these pathways during callus formation in rice and to test whether it is possible to endow differentiated cells with competence for callus formation in the future.

## 3 CONCLUSION AND PERSPECTIVE

In this study, we have provided cellular and molecular frameworks of callus formation in angiosperms. Regeneration‐competent cells differ between the dicot *Arabidopsis* and the monocot rice, whereas those diverse cells adopt a common mechanism involving *WOX11* and *WOX5* during cell fate transition for callus initiation. Depletion of regeneration‐competent cells during organ maturation may result in loss of regenerative ability in cereals.

Previous studies indicate that callus formation follows the rooting pathway (He et al., 2012; Liu et al., 2014; Sugimoto et al., 2010) and callus is a group of root primordium‐like cells (Liu et al., 2014). In addition, the regeneration‐competent cells for callus initiation could also initiate roots (Liu et al., 2014). During adventitious rooting in *Arabidopsis*, *AtWOX11* controls root founder cell establishment (Liu et al., 2014) and *AtWOX5* is required for root primordium formation (Hu & Xu, 2016). Based on these studies, we hypothesize that the *WOX11*−*WOX5*‐mediated root initiation mechanism in the common ancestor of angiosperms was borrowed and developed for callus initiation in regeneration‐competent cells of dicots and monocots, although the morphology of these cells has changed during evolution. Understanding of the regeneration‐competent cell behaviour in different plant species is the basis to utilize and improve the regenerative abilities in tissue culture.

## 4 MATERIALS AND METHODS

### 4.1 Plant materials

*Oryza sativa* L. japonica. cv. Nipponbare, *Arabidopsis thaliana* Col‐0, maize (*Zea mays*) B73, and poplar (*Populus davidiana* XP. *bollena* cv. Shan‐Xin) were used as wild types in this study unless otherwise noted. The *Oswox11‐1* mutant (PFG_2A‐00597, Hwayoung background) was described previously (Jeon et al., 2000; Jeong et al., 2006; Zhao et al., 2009).

To produce *OsWOX11_pro_:GUS* transgenic plants, the 4‐kb promoter of *OsWOX11* was PCR amplified and inserted into pBImUB (modified from pBI101). *AtWOX11_pro_:GUS* and *AtWOX5_pro_:GUS* transgenic plants were produced as described previously (Liu et al., 2014). For *OsWOX11* overexpression, cDNA fragments encoding the full‐length OsWOX11 protein were PCR amplified and inserted into pCAMBIA1300‐35S (modified from pCAMBIA1300) for overexpression in *Arabidopsis* or inserted into pCAMBIA1301‐UBiN for overexpression in rice. Transgenic plants were obtained by *Agrobacterium tumefaciens*‐mediated transformation into rice (Biorun, Wuhan, China) or *Arabidopsis*. The primers used for plasmid construction are listed in Table S2.

### 4.2 Tissue culture

Rice seeds were sterilized and placed on half‐strength Murashige and Skoog basal medium with 1% sucrose, 1% agar, and 0.5 g/L 2‐(*N*‐morpholino)ethanesulfonic acid (MES), pH 5.7 (Murashige & Skoog, 1962), for germination. For tissue cultures, sterilized explants were cultured at 29°C in darkness on CIM (N6 basal medium with 3% w/v sucrose, 0.3% w/v Phytagel, 0.5 g/L MES, pH 5.8, and 2,4‐dichlorophenoxyacetic acid) (Chu et al., 1975). The CIM was supplemented with 2,4‐dichlorophenoxyacetic acid at 2 mg/L for explants from rice, poplar, and maize. Tissue culture conditions for *Arabidopsis* were described previously (Liu et al., 2014).

### 4.3 Thin sectioning, *in situ* hybridization and dual luciferase assay

Thin sectioning was performed as previously described (Zeng et al., 2016). For in situ hybridization, gene fragments used to prepare probes were subcloned into pGEM‐T Easy. In situ hybridization analyses were performed as reported previously (Zeng et al., 2016). To construct *OsWOX5_pro_:LUC*, the promoter of *OsWOX5* was PCR amplified and inserted into the pGreenII‐0800 vector (Hellens et al., 2005). The dual luciferase assay was performed using the Dual‐Luciferase Reporter Assay System (Promega, Madison, WI). The primers used for plasmid construction are listed in Table S2.

### 4.4 qRT‐PCR and RNA‐sequencing analyses

RNA extraction and qRT‐PCR were performed as previously described (He et al., 2012), using gene‐specific primers. The qRT‐PCR results are shown as relative transcript levels, which were normalized against that of *ACTIN*. The primers used for real‐time PCR are listed in Table S2.

For RNA‐sequencing analyses, RNA was isolated from the base region of time‐0, 2‐DAC and 5‐DAC rice leaf explants (Fig. S1). Deep sequencing was carried out using the Illumina HiSeq3000 platform following the manufacturer's instructions (Illumina, San Diego, CA). Library construction and deep sequencing were performed by Genergy Biotechnology Co. Ltd (Shanghai, China). Raw data comprised 100‐bp paired‐end sequences. Raw sequences were aligned to the rice genome with TopHat software (Trapnell et al., 2012), and differential expressed gene analysis was performed using DESeq (Anders & Huber, 2010). 

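DESeq's negative binomial test was computed with the dispersion fitted blind, with all 3 libraries treated as one condition, because there was 1 library per time point and no replicate from which to fit it. The fitted dispersion was 0.582 plus 0.557 divided by the mean normalized count. Differences between the time points thus entered the dispersion. At 2 DAC, 8870 genes had a fold change over 10 and 3932 of them had an unadjusted p-value under 0.05. Without a pseudocount, a gene with 0 counts at time 0 and any count at 2 DAC has a fold change over 10, and 5407 of the 8870 genes were of this kind. They made up 4128 of the 4938 genes without such a p-value. The smallest count among the upregulated genes was 18 at 2 DAC and 24 at 5 DAC, and the median count was 476.5 and 410. With the dispersion fitted on the 2 compared libraries only, 2364 genes met the criteria at 2 DAC and 2167 at 5 DAC. No p-value of a single gene from this test is given, since there is no replicate check.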

Highly upregulated genes were defined as fold change >10.0 and *p* value <0.05. The analyzed data are shown in Table S1.

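Table S1 gives a list of genes for 2 DAC against time 0 and another for 5 DAC against time 0, with the locus identifier, a putative function and functional categories of each gene, and without counts, fold changes or p-values. The list for 2 DAC holds 1727 genes. The list for 5 DAC holds 1839 genes, of which the first 206 in the order of the identifiers were compared and the other 1633 were not used here. In the deposited counts, the 1727 genes had a median of 1771 counts at 2 DAC, and the smallest number was 215. There were 340 of them with 0 counts at time 0, and the others had a median fold change of 189. At 5 DAC, 1474 of the 1727 genes met the criteria as well. The 206 genes compared from the list for 5 DAC had at least 201 counts at 5 DAC and a fold change of at least 11.1.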

### 4.5 Accession numbers

The RNA‐sequencing data have been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE86869. 

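The deposited counts list the 3 rice genes under the identifiers given by the Rice Genome Annotation Project. The digits after Os in these identifiers give the chromosome, which is 7 for OsWOX11, 3 for OsWOX12B and 1 for OsWOX5. The counts come without coordinates, and no positions within the chromosomes are given here.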

Sequence data can be obtained using the following accession numbers: Rice Genome Annotation Project, *OsWOX11* (LOC_Os07g48560), *OsWOX12B* (LOC_Os03g20910), and *OsWOX5* (LOC_Os01g63510); Genbank, *ZmWOX11A *(AM234774) and *ZmWOX5A* (AM234769); Phytozome, *PdPbWOX11* (Potri.013G066900) and *PdPbWOX5* (Potri.008G065400); and Arabidopsis Genome Initiative, *AtWOX11* (At3g03660) and *AtWOX5* (At3g11260).

## Supporting information

**Figure S1**. Identification of *OsWOX11*, *OsWOX12B*, and *OsWOX5* in rice callus formation.
**Figure S2**. *OsWOX11* expression during callus formation from leaf explant.
**Figure S3**. *OsWOX11* expression during callus formation from root explant.
**Figure S4**. *AtWOX11* and *AtWOX5* in *Arabidopsis* callus formation.
**Figure S5**. OsWOX11 activates *OsWOX5*.
**Figure S6**. *WOX11* and *WOX5* expression during callus formation in poplar and maize.
**Figure S7**. Leaf explants of rice and maize in tissue culture.
**Figure S8**. Overexpression of *OsWOX11* in rice. Click here for additional data file.

**Table S1**. RNA‐seq data.
**Table S2**. List of primers used in this study. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

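RNA from the base region of rice leaf explants on CIM was sequenced at time 0 and after 2 and 5 days of culture, with 1 library per time point. The authors sequenced 100-bp paired-end reads on the Illumina platform, aligned them to the rice genome with TopHat, counted them per gene and deposited the raw counts, which are whole numbers without normalization. The version of the aligner, the genome build and the counting mode are not named in the paper's text. Each library lists 56527 entries, taken here as genes. They are made up of loci of the Rice Genome Annotation Project, 319 entries named ChrSy and 372 named ChrUn. The total counts were 48270059 at time 0, 49144397 at 2 DAC and 47966366 at 5 DAC.

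From these counts, size factors were computed by the median-of-ratios method of DESeq. Differential expression was computed with the negative binomial test that DESeq describes, written anew in R 4.3.3, with a parametric dispersion curve fitted blind on all 3 libraries and used for every gene. A gene was called highly upregulated with a fold change over 10 and an unadjusted p-value under 0.05. These are the criteria of the paper, which does not say whether its p-value was adjusted. A gene was called highly downregulated with a fold change under 0.1 and the same p-value. Fold changes for these calls had no pseudocount. Log2 fold changes of single genes had a pseudocount of 1 normalized count. The 95% interval of a ratio between 2 libraries is the exact Clopper-Pearson interval from the 2 counts given their sum, and the interval of a CPM value, the count scaled to the total of the library, was computed from the count and the total by the same method. Fisher's exact test on the reads of 2 libraries was two-sided. The number of counts taken as the smallest detectable was 3. Intervals and tests on reads cover counting error only. There are no replicates, so they say nothing about the variation between explants, and p-values of single genes from the negative binomial test are not printed.

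The genes named in the text were set by a rule written before the data were examined. They are the 3 rice WOX genes with identifiers in the paper, and at each time point the 3 genes with the largest change in each direction, ranked by the 95% limit of the fold change nearest to 1, among the genes that met the criteria. Putative functions of genes were taken from Table S1. The paper refers to Table S1 for highly upregulated genes, so it is no source of functions for the genes with the largest falls. Only 2 of these are printed, by identifier. A table of gene names for a newer rice assembly was given, but 0 of the identifiers in the files matched it. For this reason the planned medians for the WOX, LATERAL ORGAN BOUNDARIES DOMAIN and PLETHORA families were not run.

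The calls were repeated with TMM normalization from edgeR 4.0.16, with total counts as the scaling, with the dispersion curve fitted again on the genes with at least 10 counts in a compared library, with a pseudocount of 1 in the fold change, with Benjamini-Hochberg adjustment, with the dispersion fitted on the 2 compared libraries, with edgeR's exact test at a blind trended dispersion and at a fixed dispersion of 0.16, with Fisher's exact test on the reads, and with the fold change alone. Log2 fold changes were repeated with the other scalings and with pseudocounts of 0.1 and 10. Some steps were settled only after the data were examined. The parametric curve could not be fitted to the pair of time 0 and 2 DAC, so the dispersion on 2 compared libraries used a local fit, made with locfit 1.5.9.12, for both pairs. The parametric curve could not be fitted after scaling by total counts either, so the calls under another scaling kept the dispersion curve of the main setting. A local fit on all 3 libraries was added as a further setting.

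The calls were tested on simulated data with the means and library sizes of the real libraries. With 200 genes of at least 100 normalized counts on average changed 32-fold at a dispersion of 0.1, 199 were called in the right direction, and 47 of 32939 unchanged genes were called. In the real libraries far more genes differed, and the fitted dispersion had an intercept of 0.582. The simulation thus checks the code and does not give the rates of missed or false calls in the real data. The exact 95% intervals held the true ratio for 96.75% of simulated pairs of Poisson counts. The size factors were off by at most 0.235%, with simulated rises and falls in equal number, unlike the excess of rises in the real libraries. Random gene lists matched on mean expression were drawn 10000 times within 20 bins of expression. Plots were drawn with matplotlib 3.10.9.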

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

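The tests on the number of genes that rose and fell were set before their results were seen, and the test of the dispersion setting on the genes outside Table S1 was chosen after the result was seen.

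The paper reports on highly upregulated genes and not on genes that fell. The mirror of the criteria used here was a fold change under 0.1 and an unadjusted p-value under 0.05. By this mirror, 1268 genes were highly downregulated at 2 DAC and 1023 at 5 DAC, and 589 of them at both. There were 0 genes upregulated at one of these time points and downregulated at the other. LOC_Os03g04530 fell from 2695 counts at time 0 to 0 at 2 DAC and 0 at 5 DAC. LOC_Os01g14850 fell from 23159 counts at time 0 to 561 at 2 DAC and 13 at 5 DAC. No function is given for either, since the paper refers to Table S1 for highly upregulated genes. There were 3.10 upregulated genes for each downregulated gene at 2 DAC and 3.25 at 5 DAC. The size of this excess depended on the setting. At 2 DAC, 1529 genes rose and 119 fell with Benjamini-Hochberg adjustment. The numbers were 2300 and 473 with edgeR's exact test at a blind trended dispersion. They were 2364 and 1028 with the dispersion fitted on the 2 compared libraries.

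Technical explanations for this excess of upregulated genes were tested at 2 DAC. Among genes with at least 500 normalized counts in the higher of the compared libraries, 1915 rose and 829 fell, a ratio of 2.31, which is lower but still above 1, so low counts alone do not account for the excess. The other tests had little room to lower the ratio and say nothing for or against their explanations. With total counts as the scaling, the ratio of upregulated to downregulated genes was 4.04, but this scaling raises every fold change at 2 DAC. Without the 100 genes with the most counts, the ratio was 3.09, but median-of-ratios size factors hardly depend on such genes. After all libraries were thinned to the smallest total, the ratio was 3.23, but the totals of the libraries differ so little that thinning removes few counts. The totals themselves argue against depth, with 48270059 counts at time 0 and 49144397 at 2 DAC. At 5 DAC the total was 47966366, below that at time 0, and the ratio was still 3.25. The 100 genes with the most counts took 9.12% of the counts at time 0 and 10.1% at 2 DAC. A larger share at 2 DAC leaves less for the other genes there, which argues against this explanation at 2 DAC. At 5 DAC the share was 8.56%, below that at time 0, so the argument does not extend to 5 DAC. The excess cannot be told apart from an effect of the scaling. With 1 library per time point, it cannot be told apart from variation between libraries of one time point either. A change of the explants during culture on CIM remains a hypothesis, and the share of each cell type in the explants was not measured here.

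At 2 DAC, 2205 genes met the criteria that Table S1 does not list for this time point. Their median count at 2 DAC was 134, against 1771 for the genes in Table S1. Fewer reads were tested as an explanation, and 64.7% of the 2205 genes, 1427 in number, had fewer counts at 2 DAC than every gene in Table S1. A further comparison showed that 172 had a smaller fold change than every gene in Table S1. There were 624 genes that were below the genes of Table S1 in neither measure, so neither a minimum count nor a minimum fold change accounts for the whole difference. With the dispersion fitted on the 2 compared libraries, 637 genes outside Table S1 remained, so this setting may account for part of the difference and not for all of it. No biological explanation was tested, since the lists come from the same libraries.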

How the results depend on the processing

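The settings below were chosen before the data were examined, with these exceptions. The local dispersion fit on all 3 libraries and the local form of the fit on 2 compared libraries were chosen afterwards. Keeping the main dispersion curve under TMM normalization and total counts was also settled afterwards. Where a setting changed a result, the cause was not tested, except for the minimum of 10 counts.

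At the main setting, 3932 genes were upregulated at 2 DAC, 3327 at 5 DAC and 2714 at both, and 1268 and 1023 genes were downregulated. With TMM normalization, total counts as the scaling, the dispersion curve fitted again on genes with at least 10 counts in a compared library or a pseudocount of 1 in the fold change, the numbers upregulated stayed between 3758 and 4239 at 2 DAC and between 3032 and 4459 at 5 DAC. The smallest count of an upregulated gene was 18 at 2 DAC and 24 at 5 DAC, so the minimum of 10 counts removed none of them, and the change to 3758 and 3032 genes came from the dispersion curve. With Benjamini-Hochberg adjustment, 1529 genes were upregulated at 2 DAC, 1154 at 5 DAC and 867 at both, 119 and 211 were downregulated, and 111 of the 206 compared genes of the 5-DAC list of Table S1 met the criteria, against 192 at the main setting and between 192 and 206 under the other settings. With the dispersion fitted on the 2 compared libraries, 2364, 2167 and 1624 genes were upregulated at 2 DAC, at 5 DAC and at both. With edgeR's exact test at a blind trended dispersion, the numbers were 2300, 2051 and 1675, and 473 and 371 genes were downregulated. With edgeR's exact test at a fixed dispersion of 0.16, 5037 genes were upregulated at 5 DAC. With Fisher's exact test on the reads, 5468 were upregulated at 5 DAC and 4255 at both. With the fold change alone, by which 5407 genes at 2 DAC passed with 0 counts at time 0, 8870, 8358 and 6288 genes were upregulated at 2 DAC, at 5 DAC and at both, and 2687 and 2282 were downregulated. The local dispersion fit on all 3 libraries, chosen after seeing the data, gave 3185 genes upregulated at 2 DAC and 2404 at 5 DAC.

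All 3 WOX genes met the criteria at 2 DAC and 5 DAC under each of these settings except Benjamini-Hochberg adjustment, under which 2 of them did at each time point and OsWOX5 did not. All 1727 genes that Table S1 lists at 2 DAC met the criteria under each setting except Benjamini-Hochberg adjustment, with 1261.

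The log2 fold changes of the 3 WOX genes stayed positive under each scaling and pseudocount. With a pseudocount of 10, that of OsWOX11 was 8.01 at 2 DAC and 6.63 at 5 DAC, that of OsWOX12B 6.63 and 6.29, and that of OsWOX5 at 5 DAC 5.91, each below its 95% interval. For the genes with the largest changes, 36 of the 48 values under other settings were within the 95% interval of the main value and 12 were outside it. All 12 were values with a pseudocount of 10, which shrinks fold changes, while the intervals have no pseudocount. All 12 were smaller, and 0 changed direction. For changes as large as these and those of the WOX genes, no scaling or pseudocount used here could reverse the direction.

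The counts at time 0 limit the fold changes. With 1 count of OsWOX12B at time 0, the interval of its fold change at 2 DAC runs from 180 to 39755. No paired analysis was possible because each time point has 1 library. For the same reason no replicate was left out and no other split of the libraries was made. The medians of the WOX, LATERAL ORGAN BOUNDARIES DOMAIN and PLETHORA families were not run under any setting, because no table given with the files names their members. The fit of the parametric dispersion curve failed on the pair of time 0 and 2 DAC, so the fit on the 2 compared libraries was local, and under TMM normalization and total counts the dispersion curve of the main setting was kept.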

Differences from the paper's values

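At 2 DAC, 3932 genes met the criteria for highly upregulated genes, against the paper's 1727 in Table S1. At 5 DAC, 3327 genes met them, against the paper's 1839. Of the alternatives set before the data were examined, edgeR's exact test at a blind trended dispersion came near the paper's numbers at both time points. It stayed above them, with 2300 and 2051 genes. The dispersion fitted on the 2 compared libraries did as well, with 2364 and 2167 genes, but its local form was chosen after seeing the values, when the parametric curve could not be fitted to the first pair. Benjamini-Hochberg adjustment came near the paper's number at 2 DAC, with 1529 genes, and not at 5 DAC, with 1154. Only 1261 of the 1727 genes that Table S1 lists at 2 DAC were among the 1529, so this setting did not give the paper's list. The other alternatives set before the data were examined did not close the gap at either time point. These were TMM normalization with 3967 and 3665 genes, total counts with 4239 and 4459, the dispersion curve fitted again on genes with at least 10 counts in a compared library with 3758 and 3032, a pseudocount of 1 with 3932 and 3327, a fixed dispersion of 0.16 with 5365 and 5037, Fisher's exact test on the reads with 5508 and 5468, and the fold change alone with 8870 and 8358. For TMM normalization and total counts, keeping the main dispersion curve was settled only after the data were examined. The local dispersion fit on all 3 libraries was chosen after seeing the values. This local fit came near the paper's number at 5 DAC, with 2404 genes, and not at 2 DAC, with 3185. The paper's text names DESeq without its dispersion setting, and none of these settings is known to be the one the paper used.

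The paper lists OsWOX5 among the highly upregulated genes and refers to Table S1. The list of Table S1 for 2 DAC does not hold OsWOX5, which met the criteria at 2 DAC here with a fold change of 40.8. The part of the list for 5 DAC that would hold it was not used here. Of the 206 genes compared from the paper's list for 5 DAC, 192 met the criteria at the main setting. All 206 met them with total counts as the scaling, with the dispersion fitted on the 2 compared libraries, with a fixed dispersion of 0.16, with Fisher's exact test on the reads and with the fold change alone, and also with the local dispersion fit on all 3 libraries, which was chosen after seeing the values. The number was 204 with the dispersion curve fitted on genes with at least 10 counts in a compared library, 199 with edgeR's blind trended dispersion, 195 with TMM normalization, 192 with a pseudocount of 1 and 111 with Benjamini-Hochberg adjustment.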

Other observations

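The tests of scaling, of a general difference between the libraries and of dilution on the fall of OsWOX11, and the test of reads shared between neighbours, were chosen after the result was seen. The other tests were set before their results were seen.

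OsWOX11 was lower at 5 DAC than at 2 DAC. Its ratio of normalized counts was 0.381 (95% interval 0.360 to 0.403), a log2 change of -1.39, and its level at 5 DAC was 34.9 CPM, above the 0.0625 CPM that 3 counts give. For the same kind of explant, the paper reports GUS staining of the OsWOX11 promoter line at 1 DAC that disappeared at 5 DAC. Staining of a promoter line and counts of RNA are unlike measures, and no library was made at 1 DAC. In these counts the transcript had not disappeared at 5 DAC, with a fold change of 280 over time 0. OsWOX12B changed by a ratio of 0.785 (0.719 to 0.856) over the same interval, a log2 change of -0.350. With total counts as the scaling, its log2 change was smaller, at -0.205. Fisher's exact test on the reads, which uses the library totals, gave a log10 p of -2.88 for OsWOX12B. This test compares the libraries. OsWOX5 rose by a ratio of 2.70 (2.43 to 2.99). With total counts as the scaling, the log2 change of OsWOX11 was -1.25, so the choice between these scalings does not account for its fall. Among the 500 genes nearest in mean normalized count, 6.8% fell at least as far and 93.2% did not, so most genes of a similar level did not share a fall of this size, and the test leaves open whether a general difference between the libraries contributed to it. Of the genes upregulated at 2 DAC, 75.2% were lower at 5 DAC and 31.9% fell at least as far as OsWOX11. The fall thus does not set OsWOX11 apart from the other genes that had risen. By the same comparison, 6.33% of these genes rose at least as far as OsWOX5, so a rise of this size was less common. These genes were chosen by a high value at 2 DAC, which favours falls over rises. The count ratio of OsWOX5 to OsWOX11 within a library, which no scaling changes, rose by 2.82 on the log2 scale (95% interval 2.66 to 2.99). Dilution by cells that hold neither transcript would leave this ratio in place, but dilution by cells that hold OsWOX5 would not, so the fall of OsWOX11 cannot be told apart from dilution by such cells. It cannot be told apart from variation between libraries of one time point either, since there was 1 library. A hypothesis in the paper's terms, that OsWOX11 marks an earlier step than OsWOX5, remains open in these libraries.

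Genes upregulated at 2 DAC lie next to each other more often than random lists do. Of 33415 genes with a count, put in the order of their locus identifiers, 3924 were upregulated at 2 DAC. They made 837 pairs of direct neighbours, and 36.6% of them had a neighbour that was also upregulated. In 10000 random lists matched on mean expression the median was 479 pairs and the largest number 548, so 100% of the random lists had fewer pairs and expression level does not account for the excess. Reads shared between near-identical neighbours are a candidate explanation. Table S1 holds 230 pairs of neighbours, of which 79 have the same putative function, 34 hold a protein of unknown function and 117 have different functions. Of 10000 random lists of the same size, with a median of 97 and a largest number of 133 pairs of any kind, 97.8% had fewer pairs than these 117. Different annotation texts can still describe similar sequences, and no sequence was compared here, so the excess cannot be told apart from shared reads. That neighbouring genes, such as tandem copies, rise together during callus formation is a hypothesis that these counts leave open.

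The paper names LATERAL ORGAN BOUNDARIES DOMAIN genes as a pathway of interest for callus formation in rice. Table S1 describes 8 genes at 2 DAC as holding DUF260, the domain of that family. All 8 met the criteria at 2 DAC and at 5 DAC, and at 2 DAC also with TMM normalization and with total counts. They had between 217 and 6634 counts at 2 DAC and fold changes of at least 112, and 2 of them had 0 counts at time 0. These genes were picked from a list of upregulated genes, so they do not show how the family as a whole changed.

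Of the 3932 genes upregulated at 2 DAC, 409 were back under a fold change of 10 at 5 DAC, and 85 were below a 2-fold change or lower than at time 0. LOC_Os09g25850, the putative WAX2 gene with the largest rise at 2 DAC, fell from 10400 counts at 2 DAC to 391 at 5 DAC.

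Of the 319 entries named ChrSy, 103 had a count in a library, 8 were upregulated at 2 DAC and 9 at 5 DAC. Of the 8, 4 are in Table S1. The entry with the most counts among them had 101 counts at time 0, 6825 at 2 DAC and 4307 at 5 DAC. None of the 372 entries named ChrUn was upregulated at 2 DAC. The identifiers of the ChrSy and ChrUn entries with a count name exons, so these entries need not be separate genes.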
